# CD13 is a bona-fide marker of bovine pre-adipocytes with potential in cultivated fat applications

**DOI:** 10.1038/s41538-026-00711-z

**Published:** 2026-01-13

**Authors:** Seungmee Lee, Thomas Thrower, Susanna E. Riley, Cristina L. Esteves, F. Xavier Donadeu

**Keywords:** Biological techniques, Biotechnology, Cell biology, Molecular biology, Stem cells

## Abstract

Despite its significant potential, cultivated fat manufacture remains a relatively inefficient process, as it primarily uses source preparations of animal-derived mesenchymal stem/stromal cells (MSC) that are poorly defined and highly heterogenous in nature, containing only relatively minor fractions of bona-fide adipocyte progenitors. The aim of this study was to use RNA-sequencing of clonal MSC populations from cattle to identify cell surface marker(s) of bona-fide pre-adipocytes to be used for efficient enrichment of MSCs, with a view to future cultivated fat applications. Adipose-derived MSC populations (n = 5 animals) were grown clonally from single cells and subsequently tested for adipogenic capacity. Adipogenic (A) and non-adipogenic (N) clones (n = 10/group) thus identified were bulk RNA-sequenced. A total of 35 cluster of differentiation (CD) genes were identified among differentially expressed transcripts, of which CD13, CD141, CD36, CD55 and CD34 were selected for further testing using flow cytometry in bovine MSCs. All antigens except CD13 were detected at negligible levels. FACS was then used to sort MSCs (n = 4 animals) into CD13+ and CD13- fractions. Sorted CD13+ cells were larger and flatter, grew significantly slower, and expressed substantially higher levels of adipogenic regulators (PPARG and CEBPA) compared to CD13- cells. Moreover, on average, adipogenic efficiency was 10.3-fold higher in CD13+ than CD13- cells, as demonstrated by BODIPY staining and confirmed by differential expression of mature adipocyte markers (FABP4, ADIPOQ, LEP), while expression of alternative lineage markers (chondrogenic and osteogenic) and ability to differentiate into bone and cartilage were both similar for CD13+ and CD13- cells. In summary, we identified CD13 as a bona-fide marker of pre-adipocytes in bovine and demonstrated the potential of using CD13-based cell selection for enriching MSC populations for cultivated fat purposes.

## Introduction

Animal fat is a key component of food as it provides characteristic taste and texture as well as essential nutrients and energy. There has recently been increased interest in cell-based manufacture of fat (i.e., without using animals), also known as cultivated fat. This has important potential applications in the rapidly expanding field of cultivated meat as well as wider food sector, e.g., as additive to traditional or plant-base foods^1^. However, at present, production of fat from cells in culture is a relatively inefficient process, preventing scaling-up as required for industrial use.

Primary mesenchymal stem/stromal cell (MSC) cultures are the most common and readily available source of in vitro-produced fat. MSCs are typically obtained by harvesting the stromal vascular fraction (SVF) from adipose tissue samples and growing this on plastic to selectively expand adherent cells. MSC populations thus generated are heterogenous in nature, containing a mixture of different progenitor cell types in addition to terminally differentiated cells, with only a fraction of progenitors able to differentiate into adipocytes^2–4^. Moreover, MSCs have limited ability for self-renewal, further contributing to their finite and variable fat-forming capacity. Importantly, a lack of knowledge on adipocyte progenitor biology has long hindered development of protocols for selective enrichment of such populations from heterogeneous MSC preparations to allow efficient production of fat in vitro.

Single cell sequencing has recently provided unprecedented insight into the heterogeneity of adipose progenitor populations in mice and humans, revealing a hierarchy comprising highly proliferative, multipotent stem cells that give rise to both committed adipocyte progenitors and non-adipogenic cell types^2,5^. The latter include adipogenesis regulators (Aregs) which can inhibit differentiation of neighbouring cells, and structural Wnt-regulated adipose tissue (SWAT) cells which are putatively involved in maintaining the stem cell niche. These populations are defined and can be selectively enriched based on distinct cell surface marker profiles. However, progenitor populations can have distinct characteristics, including in cell surface marker profiles, depending on species (i.e. mice vs. humans) or fat depot of origin, the latter being exemplified by the distinct presence in visceral fat of regulatory immunogenic cells such as fibro-adipogenic progenitors and mesothelial cells^2^.

Substantially less information exists on adipocyte progenitors and their defining molecular markers in livestock compared to model species. Some progress has been facilitated recently by the growing interest in cultured meat. Thus, two studies^6,7^ reported on FACS isolation and subsequent expansion in culture of distinct adipocyte progenitor populations from fresh muscle samples from cattle using different multi-antibody panels (CD29 + /CD56-/CD45-/CD31- and CD26-/CD146 + /CD31-/CD45-, respectively). Another study used a similar antibody panel to isolate an adipogenic fraction (CD29 + /CD140a + /CD45-/CD31-) from porcine subcutaneous fat-derived SVF^8^. Surface marker selection in these studies was guided by information available from species other than cow or pig. Moreover, purification of adipocyte progenitors from fresh tissue samples has several disadvantages that precludes their practical use in cultivated fat applications. On one side, it requires of multi-marker antibody panels to selectively sort relatively rare cell populations in highly heterogeneous samples thus yielding, at a relatively high cost, very small numbers of cells, not suitable for scaling up^6,8^. Further, using fresh tissue extracts such as SVF invariably requires collection of samples from animals, a procedure which, by definition, culture meat seeks to avoid or minimise. Using stocks of MSCs already expanded in culture for this purpose provides a more attractive option, as it reduces the level of heterogeneity in the starting cell population (thus in principle allowing the use of a simpler set of antibodies to isolate cells of interest), it minimises the need for animal sampling, and is more amenable to scaling up.

Thus, the aim of this study was to develop a simplified FACS protocol for selectively and reliably enriching adipogenic progenitor cells from bovine MSC populations in culture. To achieve this, we set to identify suitable surface markers using an unbiased approach through transcriptomic analyses of clonally derived cell populations with differing adipogenicity, followed by FACS analyses of identified targets.

## Results

### Derivation of clonal MSC populations with differing adipogenic capacity

Cells with characteristics typical of bovine MSCs, including immunophenotype^9,10^, were derived from adipose tissue samples from each of 5 calves (Supplementary Fig. 1), then each sorted into single cells and grown clonally. Less than half of cells seeded (23-47%, depending on animal of origin) yielded clones that reached confluency in 96-well plates (total, 589 clones). These were individually picked at 10 to 17 days after seeding and were each split simultaneously into 96- and 24-well plates. Once they reached confluency, cells in 96-well plates were tested for adipogenic capacity (T1) whereas cells in 24-well plates were expanded further before a second differentiation test (T2). Out of all clones, 109 (19%) were able to produce adipocytes at T1, as indicated by visual inspection and confirmed, for a fraction of clones, by staining with BODIPY (Fig. 1, right column). Of those, 39 clones (7% of total) were able to both expand further and maintain their ability to produce adipocytes at T2. These clones were hereafter referred to as adipogenic (A) whereas clones that failed to differentiate at T1 were referred to as non-adipogenic (N). Retrospectively, N clones grew faster and reached confluency earlier than A clones (11.4 ± 1.1 vs 13.3 ± 1.8 days after single-cell seeding, p = 0.007). In addition, cells in A clones were larger, flatter and looser in appearance than those in N clones (Fig. 1, left column).

**Fig. 1:**
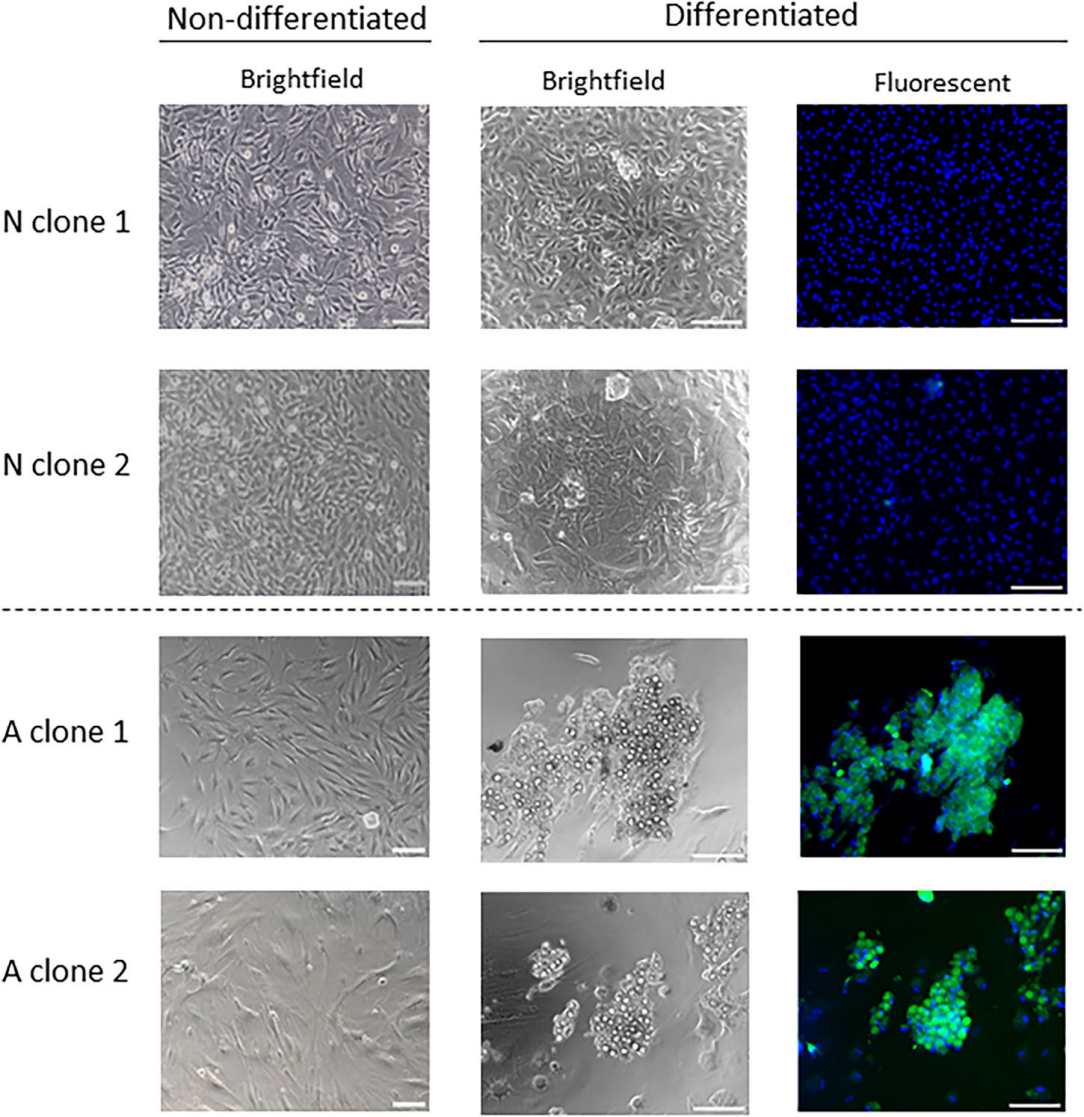
Adipogenic capacity of bovine MSC clones. Microscope images of representative Non-adipogenic (N) and Adipogenic (A) clones before (left column) and after (middle and right columns) differentiation. Bodipy-stained adipocytes in differentiated A clones (in green) are shown in fluorescent images in right colum, where nuclear staining (Hoechst 33342) is shown in blue. Bar = 100 µm.

### Transcriptome analyses of bovine MSC clonal populations reveal cell surface markers associated with adipogenic potential

RNA sequencing was used to unbiasedly identify surface markers of adipogenic potential in bovine MSC clones. The ten clones with the overall highest differentiation capacity as indicated by percentage of cells stained with BODIPY after differentiation, were selected for RNA sequencing. These clones originated from MSC populations from four of the five animals. The same number of N clones from each animal were used as controls in a paired design. 

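RNA from 10 A clones and 10 N clones was sequenced, with 1 library per clone. Each clone was a cell population grown from a single sorted MSC and had not been differentiated when its RNA was taken. Animals 17 and 20 each gave 1 A clone and 1 N clone, and animals 22 and 23 each gave 4 A and 4 N clones. The authors trimmed the reads, mapped them to the bovine genome and counted unique reads within exons, and the values used here are these raw counts per gene and clone. Total counts on named genes ranged from 14908802 to 43111345 in N clones, with a median of 16316703.5, and from 14615493 to 29185355 in A clones, with a median of 16112862 (two-sided exact permutation test of the means within animals, p = 0.884). The 100 genes with the largest counts took 29.5 ± 1.64% of the counts in A clones and 26.1 ± 2.14% in N clones (SD, n = 10 each; exact permutation test, p = 0.0048). Counts were normalized by edgeR's TMM method, which corrects for such differences in composition, and were fitted with the animal as a block, since A and N clones shared animals. Genes with low counts in too many clones were left out by edgeR's default filter, which kept 12900 of the 23383 genes with at least 1 count. Fold changes are given as log2 of A against N clones. Levels are given as CPM, counts scaled to the library size and the TMM factor, as mean ± SD over the 10 clones of a group. Values near 0 CPM carry counting error, and 3 counts was taken as the limit that a count of 0 allows.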

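Of the genes tested, 2658 were differentially expressed between A and N clones at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1333 of them higher and 1325 lower in A clones. Of these, 743 genes changed by at least 2-fold, 509 upregulated and 234 downregulated in A clones. The alternative that moved these numbers most was to sum the counts per animal and condition, which left 4 A and 4 N sums, with 0 genes past the threshold and 2243 at an unadjusted p under 0.05. Over the 500 most variable genes, with log2 CPM centred within each animal, the condition accounted for 33.9% of the squared distances between clones (pseudo-F of 9.25). No other arrangement of the labels within animals, apart from the mirror of the real one, gave as large a value (one-sided exact permutation test, p = 0.000102, the smallest these arrangements can give).

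**Figure D1:**
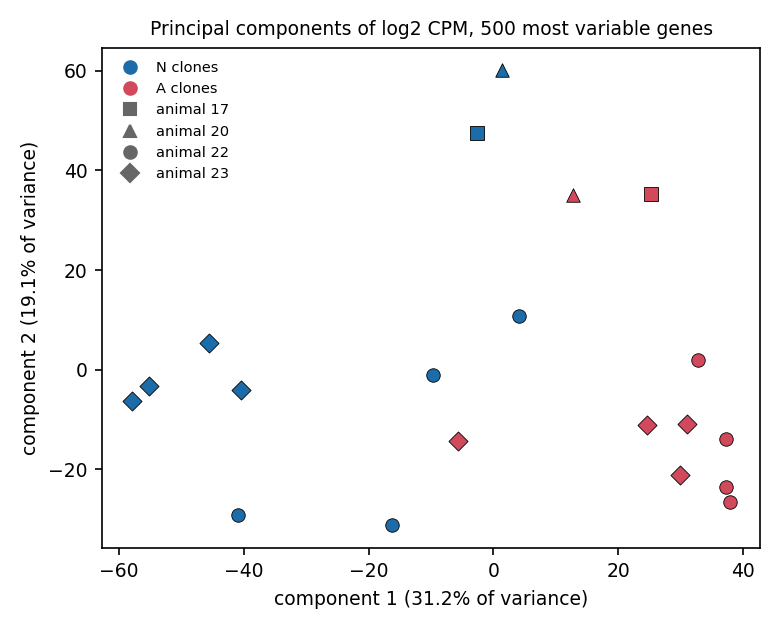
Principal components 1 and 2 of log2 CPM over the 500 most variable genes, 1 point per clone, with the condition as colour and the animal as symbol. N clones lie between -57.9 and 4.08 on component 1 and A clones between -5.75 and 37.9, so the groups overlap slightly there, and clones of animals 17 and 20 lie highest on component 2.

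Among genes past both thresholds whose mean changed the same way in all 4 animals, C19H17orf58 had the smallest adjusted p, with a log2 fold change of 2.03 (standard error 0.178, adjusted p = 2.28e-05, same test). CRTAC1 rose from 5.10 ± 2.90 CPM in N clones to 81.1 ± 94.2 CPM in A clones, and all 10 A clones lay above every N clone. The smallest adjusted p among the downregulated genes belonged to LOC104975911, with a log2 fold change of -1.78 (standard error 0.218, adjusted p = 0.000204), at 0.352 ± 0.144 CPM in A clones.
PPARG was at 0.934 ± 1.91 CPM in N clones and 10.3 ± 5.66 CPM in A clones, a log2 fold change of 3.77 (standard error 0.785, adjusted p = 0.00486 from the quasi-likelihood test). N clone 22-18 held 247 PPARG counts, the most of any N clone, and the log2 fold change without that clone was 5.06. CEBPA was left out by the filter on low counts, with 0.373 ± 0.498 CPM in N clones and 1.31 ± 1.69 CPM in A clones, and 2 of the 10 A clones lay above every N clone. Fitted without that filter, its log2 fold change was 1.77 (standard error 0.758, adjusted p = 0.137). PLIN1 was 0.53 higher on the log2 scale (standard error 0.178, adjusted p = 0.0456), and 14 of the 20 fits that each left out 1 clone moved it past 0.05. AGPAT2 had a log2 fold change of 1.5 (standard error 0.421, adjusted p = 0.0202) and was higher in A clones in all 4 animals. FASN was at 386 ± 256 CPM in N clones and 211 ± 37.9 CPM in A clones. Its log2 fold change was -0.81 (standard error 0.267, adjusted p = 0.0398), lower in A clones in all 4 animals, and 13 of the 20 fits without 1 clone moved it past 0.05.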

The two types of clones had clearly distinct transcriptional profiles, with a total of 3344 differentially expressed genes (DEGs) being identified (*Padj* < 0.05), of which 1,305 by ≥2-fold (Fig. 2A, B, Supplementary Table 1); of these, 932 genes were upregulated in A clones including, as expected, numerous positive regulators of adipogenesis such as the master transcriptional regulators, PPARG and CEBPA (Fig. 2C, Supplementary Table 1), and their targets including PLIN1 and AGPAT2, as well as the lipogenic gene, FASN (Supplementary Table 1). Moreover, known genetic inhibitors of adipogenesis, for example CTBP1, RBP1 and RUNX1T1, were among downregulated transcripts (Supplementary Table 1).

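CTBP1 was at 68.5 ± 8.25 CPM in N clones and 51.3 ± 6.34 CPM in A clones (SD, n = 10 each), and 9 A clones lay below every N clone. Its log2 fold change was -0.42 (standard error 0.0881, adjusted p = 0.00509 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RUNX1T1 had a log2 fold change of -0.53 (standard error 0.181, adjusted p = 0.0463), and 16 of the 20 fits that each left out 1 clone moved it past 0.05. N clone 17-23 had the highest RUNX1T1 level of its group, 50.6 CPM against 19.7 to 31.0 CPM in the other N clones.

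**Figure D2:**
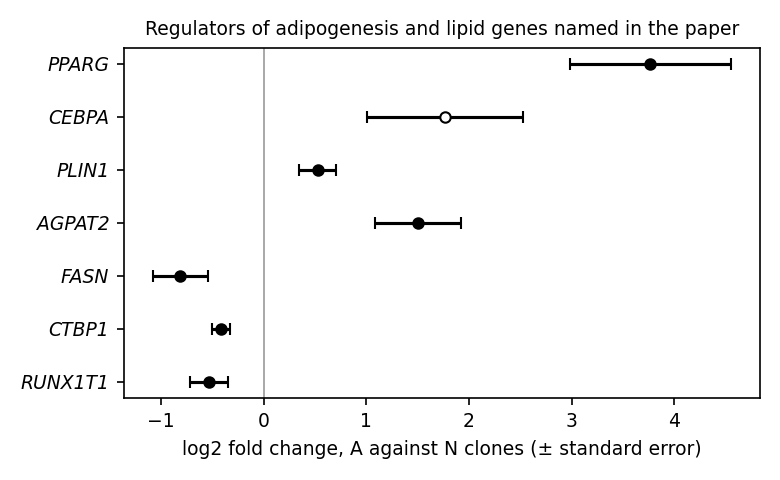
Log2 fold change of A against N clones with its standard error for 7 regulators of adipogenesis and lipid genes named in the paper. The open circle is CEBPA, fitted without the filter on low counts; PPARG, at 3.77, lies farthest from 0, and FASN, CTBP1 and RUNX1T1 lie below 0.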

**Fig. 2:**
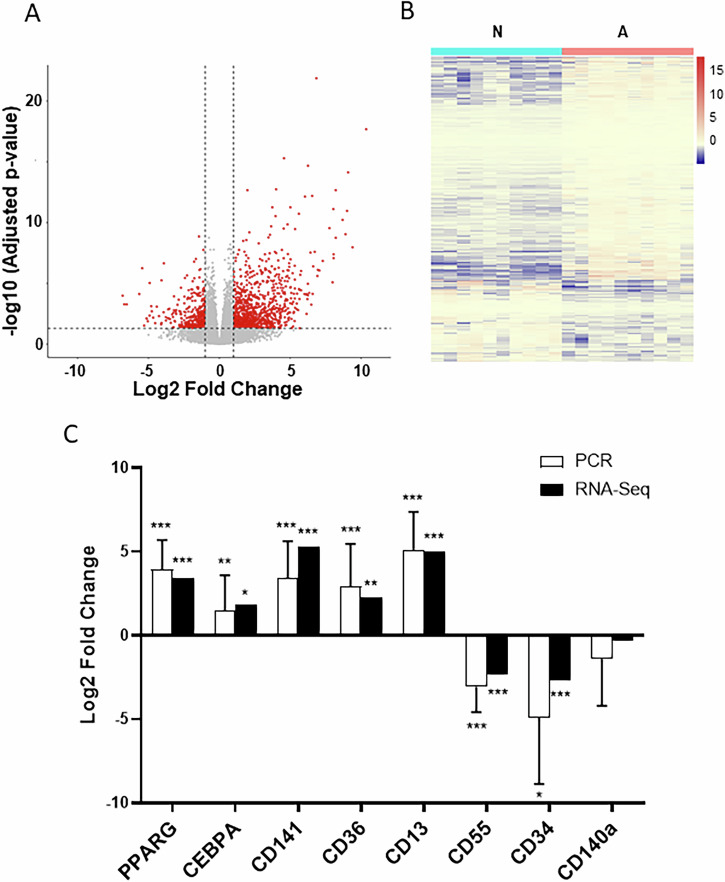
Comparative transcriptome analyses of Non-adipogenic (N) and Adipogenic (A) clones. **A** Volcano plot showing all unique transcripts (represented by dots) obtained by RNA sequencing (n = 10 clones/group). Differentially expressed (DE) genes (*Padj* < 0.05, ≥2-fold) are shown by red dots above/outside dotted-line thresholds. **B** Heat map representing all DE transcripts (*Padj* < 0.05, ≥2-fold). Each row represents a transcript and each column a N or A clone. The colour scale illustrates the relative expression level of each transcript. **C** Comparative log2 fold-change expression values of selected transcripts obtained by RNA-seq (Suppl Table 1) or qPCR (values shown as mean + SD) of N and A clones. QPCR validation was performed on an extended set of clone samples (*n* = 14/group). In all cases, significant up-regulation or down-regulation of transcript levels in A relative to N clones is indicated by ***(*Padj* < 0.001), **(*Padj* < 0.01) or *(*Pad*j < 0.05).

Importantly, a total of 35 DEGs (*Padj* < 0.05, ≥2-fold change) corresponded to established clusters of differentiation (CD) (Supplementary Table 2), including several reportedly associated with MSCs^2,5^. 

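Of the 35 CD genes in Supplementary Table 2, 28 passed the filter on low counts, and 24 of these passed both thresholds, 19 upregulated and 5 downregulated in A clones. Adjusted over the list alone, 27 of the 28 had an adjusted p under 0.05, but the study chose the list on these same clones, so that number is not independent evidence. The 4 genes that did not pass were CD36, CD40, SEMA4D and TNFRSF21, with adjusted p-values of 0.0539, 0.0586, 0.0533 and 0.146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 7 genes that the filter left out (FCER2, SIGLEC15, CSF2RB, CSF1R, ITGAX, CD8B and CD24) all passed both thresholds when the filter on low counts was left out, where 28 of the 35 passed. ALK had the smallest adjusted p of the list, with a log2 fold change of 4.29 (standard error 0.603, adjusted p = 0.000556), and rose from 0.489 ± 0.668 to 9.30 ± 7.37 CPM. SDC1 rose from 75.4 ± 36.8 to 279.9 ± 76.8 CPM and was higher in every A clone than in any N clone. The downregulated genes were CD55, CD34, CD200, HMMR and IL6ST, of which IL6ST was closest to the threshold (adjusted p = 0.049), and 15 of the 20 fits that each left out 1 clone moved it past.

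**Figure D3:**
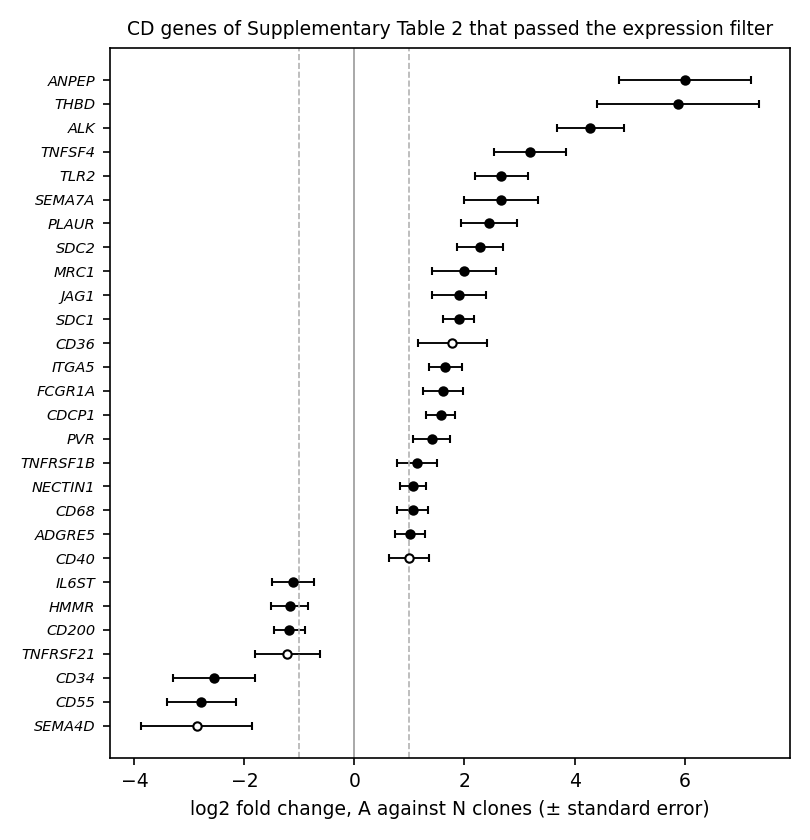
Log2 fold change of A against N clones with its standard error for the 28 CD genes that passed the expression filter, with dashed lines at a 2-fold change. Filled circles have an adjusted p under 0.05, and the values run from -2.87 for SEMA4D to 6.01 for ANPEP.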

To identify markers suitable for FACS enrichment of bovine pre-adipocytes, a subset of such CD genes including CD13 (ANPEP), CD141 (THBD), CD36, CD55 and CD34, were selected for further testing. These were genes for which 1) differences in expression between N and A clones were >4-fold and confirmed by QPCR (Fig. 2C), 2) relative transcript abundance in bovine MSCs was at least moderate (in all cases >100 counts on average across all samples, Supplementary Table 2), and 3) commercial antibodies that cross-reacted with cow were available. 

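ANPEP, which encodes CD13, was at 0.520 ± 0.550 CPM in N clones and 70.9 ± 168 CPM in A clones (SD, n = 10 each). Its log2 fold change of 6.01 had a standard error of 1.2 (adjusted p = 0.00374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 10 A clones lay above every N clone, but the lowest A clone, at 1.61 CPM, was close to the highest N clone, at 1.502 CPM. Of all genes tested, 41 separated every A clone from every N clone, 29 higher and 12 lower in A clones. Labels moved within animals would give on average at most 1.32 genes in either direction. A clone 23-14 held 548 CPM of ANPEP and set most of the group's mean, and without it the log2 fold change was 5.13 (standard error 0.785). THBD, which encodes CD141, rose from 2.05 ± 3.61 to 78.2 ± 93.7 CPM, a log2 fold change of 5.88 (standard error 1.47, adjusted p = 0.0119), and 7 A clones lay above every N clone. CD36 rose from 2.52 ± 2.63 to 12.2 ± 17.6 CPM, a log2 fold change of 1.78 (standard error 0.631), and 4 A clones lay above every N clone. CD55 fell from 253 ± 117 to 50.2 ± 52.7 CPM, a log2 fold change of -2.78 (standard error 0.626, adjusted p = 0.00695), and 8 A clones lay below every N clone. CD34 fell from 32.7 ± 39.5 to 5.01 ± 4.53 CPM, a log2 fold change of -2.55 (standard error 0.738, adjusted p = 0.0233), and 5 A clones lay below every N clone. The paper chose these genes for flow cytometry from its own values, with differences above 4-fold that qPCR bore out and averages above 100 counts. It also required that antibodies able to bind the bovine proteins could be bought.

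**Figure D4:**
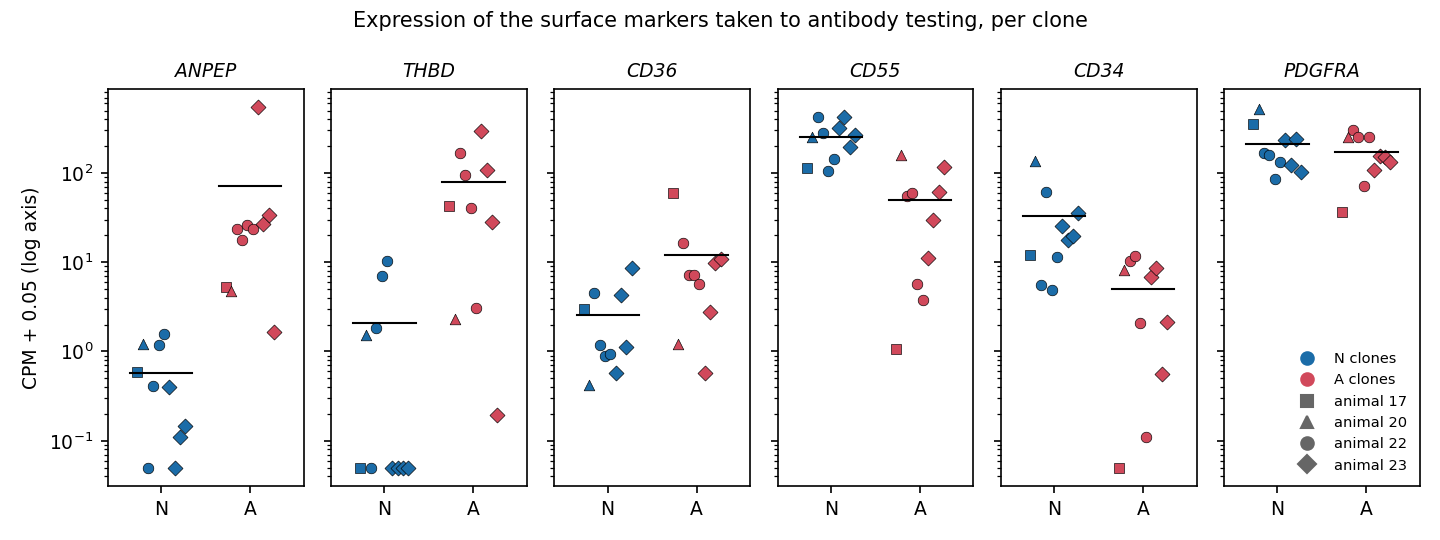
Level of 6 surface marker genes in each clone, as CPM with 0.05 added so that clones at 0 can be drawn on the log axis. Colour gives the condition, symbols give the animal and horizontal lines give group means; ANPEP is the gene for which all 10 A clones lie above every N clone, and A and N clones overlap most for PDGFRA.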

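Normalized by DESeq2's size factors, the count of ANPEP averaged 661 ± 2246 over all 20 clones (SD), that of THBD 741 ± 1397, that of CD36 135 ± 243, that of CD55 2781 ± 2507 and that of CD34 343 ± 552. The medians over the same clones were 28.7 for ANPEP, 48.5 for THBD, 65.9 for CD36, 2108 for CD55 and 173.5 for CD34, so that 2 of the 5 genes had a median of at least 100 counts. Without the clone of highest count for each gene, the mean was 161 for ANPEP (without A clone 23-14), 492 for THBD (without A clone 23-14) and 83.6 for CD36 (without A clone 17-57). ANPEP reached 100 normalized counts in 7 clones, all of them A clones. The qPCR measurements and the antibody tests were not analysed here.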

For completeness, we also included CD140a (PDGFRA), a widely regarded, cross-species pre-adipocyte marker which, although highly expressed in bovine MSCs (see files under Data availability), did not feature among DEGs in our RNA-sequencing data. 

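PDGFRA was at 211 ± 134 CPM in N clones and 171 ± 89.5 CPM in A clones (SD, n = 10 each), with 531 to 8431 counts per clone. Its log2 fold change of -0.24 (standard error 0.366, adjusted p = 0.674 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was smaller than its standard error. It was higher in A clones in 1 of the 4 animals, and without the clones of animal 17 the log2 fold change was 0.0287.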

Antibody testing using flow cytometry revealed a sizeable CD13+ population (20-52%) in MSC preparations (Fig. 3). In contrast, the proportions of cells positive for CD141, CD36, CD55 or CD34 were almost negligible (≤0.5% on average for all markers), whereas almost all cells were positive for CD140a. Based on these results, we selected CD13 for subsequent enrichment of bovine MSC populations using FACS.

**Fig. 3:**
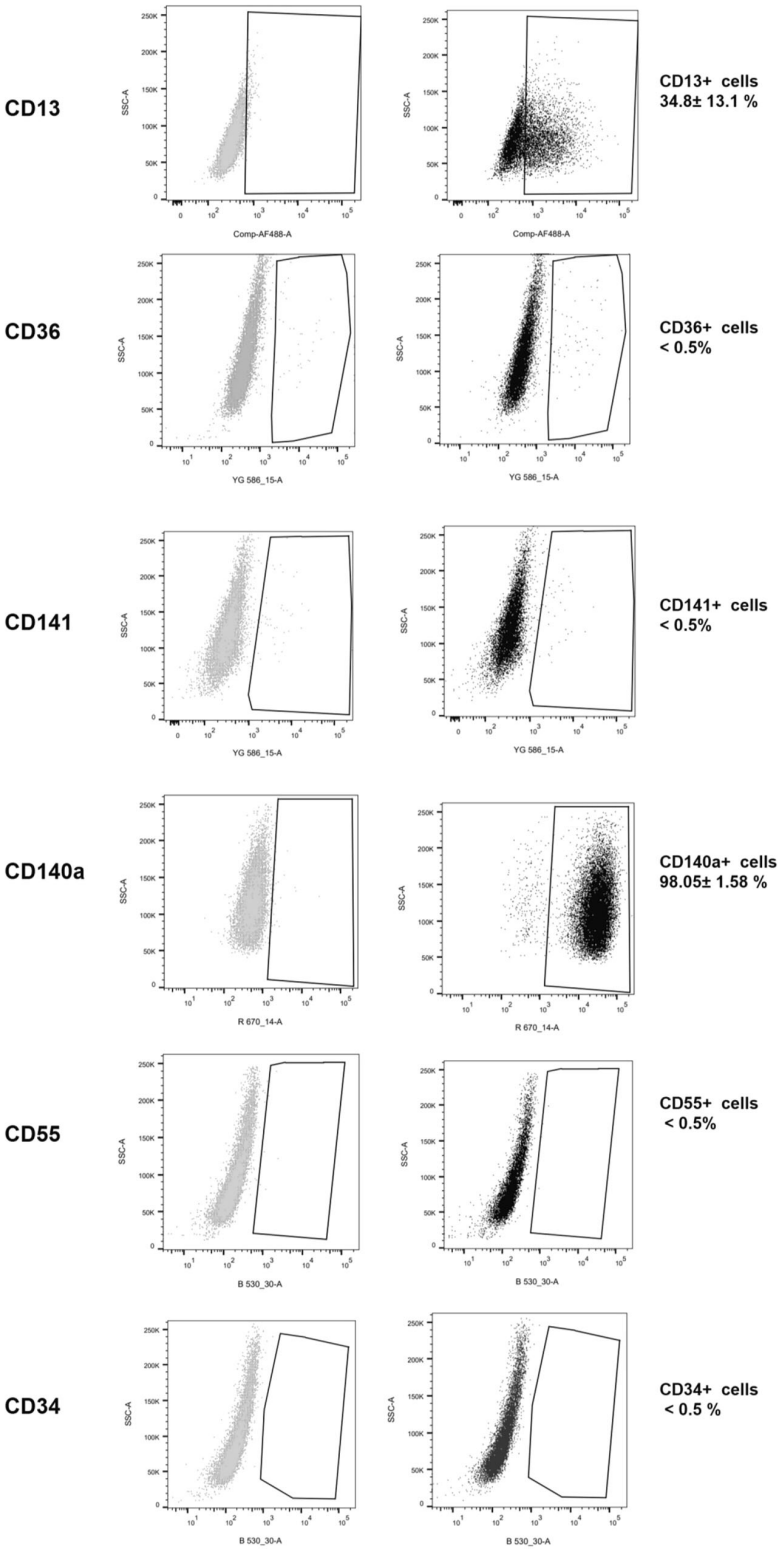
Flow cytometry analyses of surface markers in bovine MSCs. Representative dot-plots from flow cytometry of cells stained with CD13, CD36, CD141, CD140a, CD55 and CD34 (right panel shows % positive cells as mean ± SD), and corresponding isotype controls (left panel). n = 3 to 5 biological replicates from different animals. SSC-A side scatter area.

### CD13 effectively enriches for adipogenic progenitors in bovine MSC populations

CD13+ and - fractions were obtained from MSCs at passages 3 or 4 from each of four animals (Fig. 4A, B). Cell numbers (mean ± SD) obtained for CD13+ and CD13- fractions were 209186 ± 76305 and 386270 ± 184916, respectively, corresponding to 30.15 ± 25.25% and 43.38 ± 17.24% of cells in the parental MSC populations. Sorted cells were expanded separately and were characterised alongside unsorted parental MSCs. Compared to CD13-, CD13+ cells were large and flat in morphology with more cytoplasmic protrusions (Fig. 4C), and grew significantly slower, as indicated by proportionally longer doubling times (28.13 ± 1.03 h vs 25.00 ± 0.92 h, P = 0.04). Consistent with this, colony forming unit (CFU) assays showed reduced clonal growth of CD13+ compared to CD13- cells (Fig. 4D, E).

**Fig. 4:**
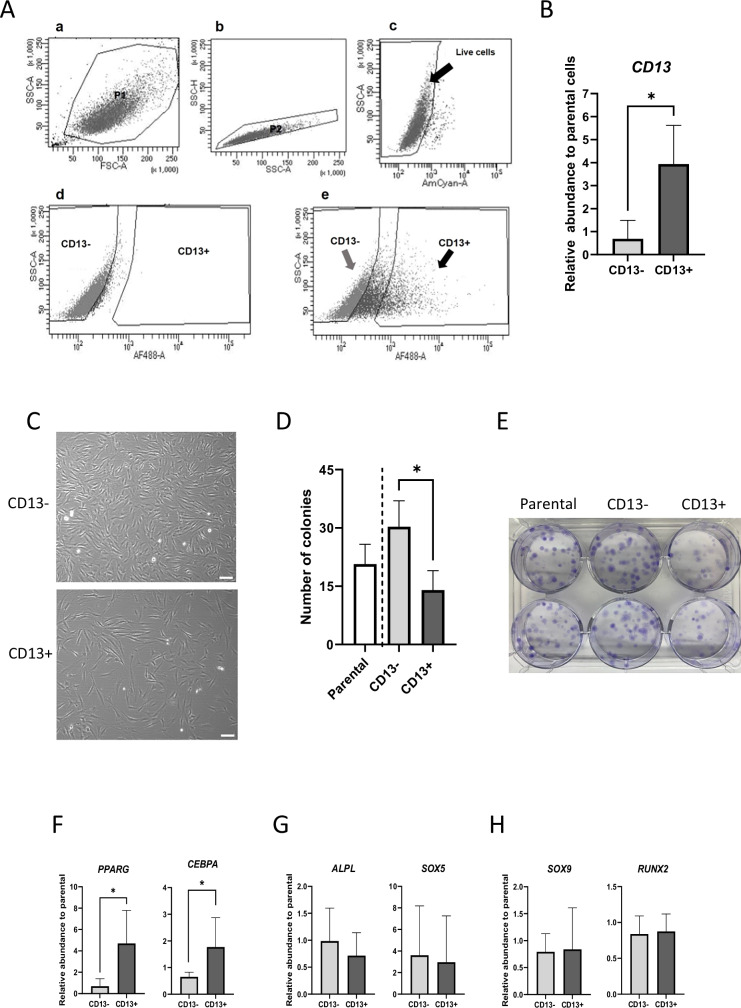
Sorting, culture and characterisation of CD13 cell fractions. **A** Sequence of flow cytometry dot-plots obtained during FAC sorting of MSCs, displaying original sample events (a; FSC-A vs SSC-A), followed by selection of singlets (b; SSC-A vs SSC-H) and live cells (c; zombie aqua-negative), isotype control (d), and CD13 sorted cells (e; grey and black dots correspond to CD13- and CD13+ fractions, repectively). FSC-A forward scatter area, SSC-A side scatter area, SSC-H side scatter height. **B** Relative CD13 transcript levels in CD13- and CD13+ fractions, normalised to levels in parental (unsorted) cells. **C** Representative brightfield images of cultured CD13- and CD13+ cell fractions one week after sorting. Scale bar = 100 µm. **D** Average numbers of colonies obtained from parental, CD13- and CD13+ populations, following single-cell sorting and plating in 96-well plates. **E** Representative images of CFUs following low density plating of parental (unsorted), CD13- and CD13+ populations. **F**, **H** Relative transcript levels of adipogenic (**F**), osteogenic (**G**) and chondrogenic (**H**) markers in CD13- and CD13+ cell fractions, normalised to levels in parental cells. In all panels, quantitative values are shown as mean ± SD (n = 4 biological replicates from different animals/group). *, *P* < 0.05.

Moreover, transcriptional profiling showed substantial induction of master adipogenic regulators (PPARG and CEBPA) in CD13+ compared to CD13- cells (Fig. 4F). In contrast, there were no differences in mean levels of alternative lineage regulators, namely, osteogenesis (Fig. 4G) and chondrogenesis (Fig. 4H), between the two cell types. In agreement with these results, CD13+ cells were distinctively adipogenic compared to parental and, especially, CD13- cells, as demonstrated by BODIPY staining (Fig. 5A) and by transcript levels of several mature adipocyte markers in cells after 11 days of differentiation (Fig. 5B). Remarkably, albeit variable among MSC preparations from different animals, adipogenic efficiency (taken as % of cells stained with BODIPY at Day 11 of differentiation) was, on average, 10.3-fold higher in CD13+ than CD13- fractions (Fig. 5C; Supplementary Table 3), with adipocytes making up to 80% of total cells after differentiation in some CD13+ preparations (e.g. Fig. 5A, Animal 2). Moreover, no obvious differences were detected in the ability of CD13+ and CD13- populations to undergo osteogenesis or chondrogenesis (Supplementary Fig. 2).

**Fig. 5:**
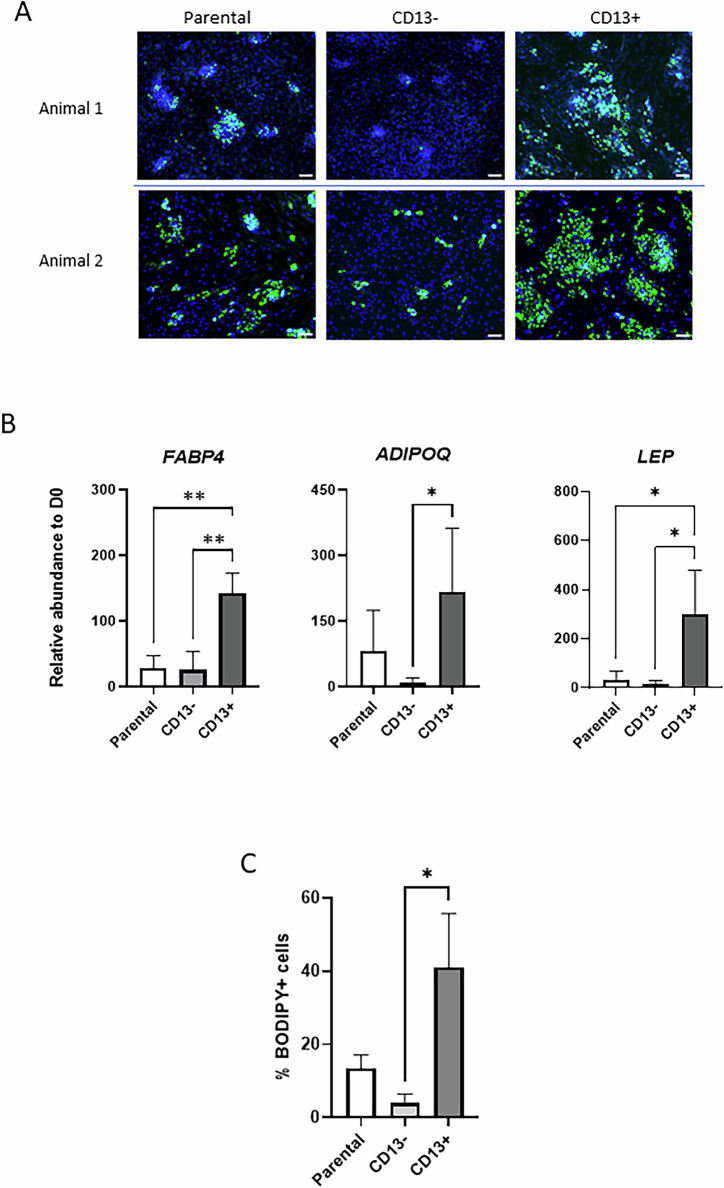
Analyses of adipogenic potential of CD13-sorted cell fractions. **A** Representative fluorescence images of parental, CD13- and CD13+ cell fractions from two different animals following 11 days in adipogenic differentiation media. Lipid (BODIPY, green) and nuclear (Hoechst 33342, blue) staining are shown. Scale bar = 100 µm. **B**, **C** Relative transcript levels of mature adipogenic markers (**B**), and percentage of adipocytes over total cells (**C**, determined by BODIPY staining) in parental, CD13- and CD13+ populations following 11 days in adipogenic differentiation media. All quantitative values are shown as mean ± SD (*n* = 4 biological replicates from different animals/group). *, *P* < 0.05. **, *P* < 0.001.

Finally, to determine whether the CD13 immunophenotype was stably maintained during sequential cell passaging, we analysed CD13+ and CD13- fractions by flow cytometry at passages 3 and 5 following initial sorting. We found that in CD13+ fractions about half of cells remained CD13+ positive at both passages 3 and 5 (mean ± SD, 54.13 ± 37.34% and 50.40 ± 34.65%, respectively), with relatively smaller proportions of CD13+ cells being present in CD13- fractions (20.46 ± 11.78% and 10.67 ± 8.91%, respectively). Values were again highly variable across MSC preparations (Supplementary Fig. 3).

## Discussion

The ability to efficiently produce farm animal fat at scale will be key to the success of cultured meat and its promised contribution to a sustainable food supply. An important limitation at present is the low efficiency with which adipocytes can be generated from animal tissue-derived, highly heterogeneous progenitor cell preparations in culture. Developing approaches to robustly source, grow and differentiate enriched populations of bona-fide pre-adipocytes will require greater understanding of adipocyte progenitors and their defining molecular markers in livestock species. Towards this goal, we used transcriptomics analyses of clonal MSC populations for unbiased identification of markers of committed pre-adipocytes in cattle. We then used this information to develop a simple FACS-based protocol for pre-adipocyte enrichment of bovine MSCs. Using this approach, we identified CD13 as a bona-fide pre-adipocyte marker and demonstrated its potential towards generating cultivated fat from bovine with remarkably high efficiency.

Single-cell cloning has been used to study MSC heterogeneity in model species but, to our knowledge, not in livestock. Clonal derivation efficiency in our study (average, 31%) was higher than that reported using human adipose-derived MSCs, where only 12 clones were successfully expanded from a total of 288 single cells plated^11^. Moreover, the overall frequency of adipogenic clones in bovine MSCs (19%) was lower than those reported for human and mouse MSC clones, which in turn were highly variable^12,13^. The fact that in our study 1) fast-growing clones were selected for, that putatively contained multipotent stem (i.e., non-committed) cell fractions^2^, 2) multiple rounds of expansion were required before enough cells were available for analyses, and 3) adipogenic potential of parental MSC populations was modest (7–24% adipogenic efficiency across populations, Supplementary Table 3), all may have contributed to the relative low frequencies of the adipogenic clones obtained. Nonetheless, our approach yielded sufficient clones with clearly distinct phenotypes (A vs N) to allow for meaningful transcriptome analyses.

Surface cell markers enriched in adipogenic clones included established bona-fide markers of human and mouse pre-adipocytes, such as CD24 and CD36^2,14^. 

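CD24 was not detected in any N clone, with 0 counts in each of the 10 libraries, and was detected in all 10 A clones, with 1 to 286 counts and a mean of 4.88 ± 6.13 CPM (SD, n = 10). Set against the limit that a count of 0 allows, its mean level was at least 30.5-fold higher in A clones. The filter on low counts left CD24 out of the test. The log2 fold change of CD36 was 4.31 between the clones of animal 17, 1.44 in animal 20, 2.46 in animal 22 and 0.68 in animal 23, each taken from the means of log2 CPM. The A clones ranged from 0.524 to 60.3 CPM of CD36 and the N clones from 0.368 to 8.60 CPM.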

Other such markers were either not enriched, for example CD29 and CD140a, or were downregulated in A compared to N clones, as was the case of CD55 and CD34. 

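ITGB1, which encodes CD29, was at 2201 ± 652 CPM in N clones and 2584 ± 604 CPM in A clones (SD, n = 10 each). Its log2 fold change of 0.22 (standard error 0.176, adjusted p = 0.385 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was close to its standard error, and with animal 22 alone it was -0.28. From the means of log2 CPM within each animal, CD55 was lower in A clones by -6.67 in animal 17, -0.67 in animal 20, -3.65 in animal 22 and -2.88 in animal 23. CD34 gave -6.86, -4.04, -2.21 and -2.98 in the same animals. Without N clone 22-9 the adjusted p of CD34 in the same test was 0.084, against a range of 0.00151 to 0.46 over all its alternatives.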

Species differences may account for these apparent discrepancies. Moreover, in contrast to the above-cited studies, we used culture-adapted rather than fresh SVF-derived cell populations. Adaptation to culture is associated with distinct immunophenotypic changes in MSCs including abolishment of CD34 and a higher prevalence of CD13^15–18^, consistent with surface marker profiles obtained in the present study. CD13 is a ubiquitous, multifunctional ectopeptidase^19^ that is conservatively expressed in multipotent mesenchymal cells^15,20,21^. Among other functions^22^, CD13 has been reported to regulate adipogenic differentiation of human MSCs^23,24^. Although the mechanism(s) involved have not been elucidated, CD13 may act by inducing adipogenic signalling upstream of PPARG^23^ and, based on its demonstrated involvement in facilitating cholesterol endocytosis in other cell types^19^, could act by promoting lipid uptake by adipose progenitors. Additionally, CD13 may influence pre-adipocyte differentiation through regulatory effects on cell proliferation and cell-to-cell adhesion^19^. Regardless of whether and how CD13 may be causally involved in adipogenic lineage commitment, our results showed that, compared to CD13- cells, CD13+ cells displayed a committed phenotype with loss of stem/progenitor characteristics, as evidenced by differences in cell morphology and clonal growth capacity (Fig. 4C–E), as well as expression of core adipogenic lineage transcripts (Fig. 4F). Moreover, in addition to showing enhanced adipogenic capacity, CD13+ cells displayed similar osteogenic and chondrogenic capacity to CD13- cells, as evidenced by both in vitro differentiation and expression of lineage-specific genes (Fig. 4G, H, Supplementary Fig. 2). This observation is consistent with the now accepted notion that, rather than committing exclusively to one mesenchymal lineage, MSCs become lineage-primed in culture during which they co-express alternate lineage-specific genes, thus maintaining their multipotency [9, 21]. Therefore within an MSC population CD13 may serve as a marker of committed adipocyte progenitors that preserve other lineage capabilities.

Adipogenic capacity can vary considerably with MSC tissue of origin, donor age, as well as passage and differentiation protocol^25–27^. Yet, differentiation efficiencies are rarely reported in MSC literature, particularly in non-model species^27,28^, making comparison of results across studies difficult. Mean adipogenic efficiency of parental unsorted MSC populations in the present study (13.5%) was comparable to that reported recently for bovine subcutaneous-derived MSCs using similar differentiation conditions^27^. Crucially, differentiation efficiency was on average 3.1-fold higher in CD13+ compared to unsorted parental cells (Fig. 5C), demonstrating the significant potential of the sorting approach for enriching bona-fide pre-adipocytes, and providing a simpler alternative to the proposed use of multi-antibody panels for cell enrichment in the context of cultivated meat production^6,7^. Yet, we found differentiation efficiency to be highly variable across cell fractions sourced from different animals (Supplementary Table 3), with CD13+ fractions from only one individual (Animal 2) consistently yielding differentiated cells with an overwhelming majority of adipocytes (82%). Not surprisingly, differentiation efficiency of parental MSCs was highest (24%) in the same animal, thus illustrating the importance of carefully considering animal of origin when sourcing cells for cultivated fat production. In addition, we observed a partial loss of CD13+ phenotype during sequential passaging of sorted cell populations. Loss of CD13+ cells during passaging was variable among cell preparations, being relatively small in two of the three preparations tested (Animals 2 and 3) in which as much as ~70% cells remained CD13+ after 5 passages (Supplementary Fig. 3). Although validation of these results in a larger set of MSC preparations is warranted, this finding demonstrates again the significant potential of our cell enrichment approach for cultivated fat purposes, provided proper consideration is given to the variable effects of animal MSC source. In the end, future considerations on the relative value of using CD13 sorted vs unsorted cells in scaling-up cultivated fat production will need to carefully weigh in the benefits provided by selective cell enrichment against the loss of proliferative capacity during continuous culture, which may impact on net adipocyte production capacity.

An additional point to consider in relation to FACS sorting is that mechanical stress associated with the procedure may conceivably impact on the subsequent differentiation capacity of sorted populations^29,30^, in this case CD13+ cells. In fact, in the context of prospective cultivated fat applications, the use of FACS for enriching progenitor cells of interest may be technically or economically prohibitive. Therefore, studies exploring alternative approaches for CD13+ enrichment of early passage MSCs from livestock species, such as for example magnetic bead-based or even perhaps cell size exclusion, will be warranted in the future. Moreover, since primary MSCs have intrinsically limited proliferative and differentiation capacity, the use of immortalised cell lines will likely be critical for scale-up cultured fat production in the future. In summary, we have identified CD13 as a bona-fide marker of committed adipocyte progenitors in bovine MSCs, and shown the potential of using CD13-based cell enrichment for increasing the efficiency of cultivated fat production.

## Methods

### Derivation and culture of bovine MSCs

All animal procedures were performed with approval from The Roslin Institute (University of Edinburgh) Animal Welfare and Ethical Review Board, and following the UK Animals (Scientific Procedures) Act, 1986. MSCs were derived from adipose tissue samples collected from a total of five Holstein Friesian x Aberdeen Angus calves (1–6 months old) that were euthanized at the University of Edinburgh’s Large Animal Research and Imaging Facility. In brief, after death samples of visceral fat were collected from the inguinal or perirenal region, placed on cold PBS and quickly taken to the laboratory. Samples were then minced and digested in the presence of collagenase II (1 mg/ml; Thermo Fisher Scientific) and BSA (3.5%) for 1 hour at 37 °C with gentle rotation at 100 rpm. Collagenase activity was stopped with DMEM (D5796; Sigma) with 10% FBS (Thermo Fisher Scientific). After removing the lipid layer, the SVF was filtered through a 40 μm cut-off sieve. Cells were cultured initially in DMEM High Glucose supplemented with 10% FBS and 5 ng/ml bFGF (PeproTech, AF-100-18B-1MG) on plastic. Cells were incubated at 39 °C and 5% CO2. After the first passage, cells were grown in plasticware precoated with 0.1% bovine gelatine (Merck, 9000-70-8) in DMEM High Glucose, 10% FBS, 1% Penicillin Streptomycin (Gibco, 15140-122) and 5 ng/ml bFGF. Media was refreshed every 2-3 days. For passaging, cells were washed once in 1xPBS and incubated with 0.25x Trypsin-EDTA (Gibco, 25200-056) for 5–10 min. Trypsin solution was subsequently diluted 1:1 with growth medium and cell pellets were obtained by centrifugation at 300 x g for 5 min. Cells were resuspended in growth medium and either counted with a haemocytometer or directly split 1:4.

Population Doubling Times (PDTs) were calculated from counts of triplicate cell samples as per the Eq. 1 below, with rounding to the nearest quarter hour;

1 $${PDT}=\frac{{Time(h)}\times \mathrm{ln}(2)}{\mathrm{ln}\left(\frac{Final cell number}{Initial cell number}\right)}$$

### Derivation of MSC clones

MSC preparations from each of 5 animals were passaged at least once before single cell sorting. Cells were sorted using BD FACSAria^TM^ fusion, and single cells were seeded on 96 well plates (3 to 5 plates depending on the MSC preparation) that had been pre-coated with 0.1% gelatine. Cells were then cultured in growth media containing 40% conditioned media that had been collected from semi-confluent (60%) autologous MSC cultures and subsequently passed through a 0.45 μm filter^31^. Once confluent, each clone was incubated with TrypLE express and detached cells were split into one well of each of 96- and 24-well plates (2/3 and 1/3 of cells in each clone, respectively). Once they reached confluence, cells in 96-well plates were differentiated to adipocytes as per the protocol below, and cells in 24-well plates were split between a well of a new 96-well plate and a cell aliquot that was saved at –80 °C for later RNA sequencing. Upon reaching confluency, the cells in 96-well plates were differentiated into adipocytes.

### Flow cytometry and FACS

Cells were analysed using a BD Cell Fortessa flow cytometer. In brief, 10^6^ cells were enzymatically harvested using StemPro™ Accutase™ Cell Dissociation Reagent (ThermoFisher Scientific, A1110501) for 5–10 min, then diluted 1:1 with culture medium, and washed twice with PBS before blocking with ice cold FACS buffer (1% BSA + PBS) for 30 min and washing twice with FACS buffer. Samples were then incubated with primary antibody (Supplementary Table 4) for 1 h in the dark at 4 °C, and washed twice with FACS buffer, before a 30 min incubation step with secondary antibody (Supplementary Table 4) at 4 °C in the dark. Samples were washed twice more before staining with live/dead stain (Zombie Violet™ Fixable Viability Kit, BioLegend 423113) and incubation for 15 min at room temperature before washing once more in FACS buffer and resuspension in ice cold FACS buffer. Samples were then run on a BD Fortessa Flow cytometer and data were analysed with FACSDiva software (BD Biosciences, San Jose, CA, USA) or FlowJo (LLC, Ashland, OR, USA). Filters used were 515/30 for Zombie aqua, 525/50 for AF488, 582/15 for YG586/PE and 670/30 for AF647.

For FACS, MSCs were stained for 1 h on ice using primary antibody against CD13 or IgG1 isotype control raised in mouse (Supplementary Table 4) followed by incubation for 30 min on ice with AF488-conjugated secondary antibody. Cells were then sorted on a BD FACSAria Fusion (BD Biosciences, San Jose, USA), and CD13+ and – fractions collected and cultured as described above.

### CFU assays

For CFU assays, 500 and 1000 cells were separately plated in 6-well plates and cultured for 10 days. Colonies were then fixed with paraformaldehyde (PFA, 2%; 30 min), washed with PBS, stained with 1% Crystal violet in 100% Methanol, and counted.

### Cell differentiation assays

*Adipogenesis*. Cells (20,000/cm^2^) were seeded in triplicates onto wells pre-coated with 0.1% gelatine and grown to confluence, after which (Day 0) growth medium was exchanged to standard differentiation media (DMEM High Glucose with 10% FBS, 1% Penicillin-Streptomycin) to which an inducer cocktail was added consisting of 0.5 mM IBMX (Sigma-Aldrich, 41095), 1 µM dexamethasone (Sigma-Aldrich, D4902), 1.8 µM insulin (BioXtra, I9278-5ML), 100 µM Indomethacin (STEMCELL technologies, 73942), 5 µM rosiglitazone^6^ (R2408, Sigma-Aldrich) and 3 µM SB431542^32^ (S4317; Sigma-Aldrich). Media was changed to maintenance medium on Day 4 consisting of standard differentiation media supplemented with 1.8 µM insulin, 5 µM rosiglitazone (R2408, Sigma-Aldrich) and 3 µM SB431542, and refreshed every 48 h up to Day 11.

Differentiated cells were either processed for RT-qPCR as described below, or were fixed in 4% PFA (VWR chemicals, VWR-P38-Sh) and stained with BODIPY™ 493/503 (4 mM, 1:2500, Invitrogen, D3922) and Hoechst 33342 (1 mg/ml, 1:1500, Invitrogen, H1399) for 15 min before imaging. For this, three representative images from triplicate samples/wells were captured using Zeiss Axio Observer Z1 Microscope (Objective: EC Plan-Neofluar 10x/0.30 Ph1 magnification, Zeiss, Germany). Adipocytes were defined as distinct cells containing BODIPY positive lipid droplets, and differentiation efficiency was defined as number of adipocytes/total nuclei. Both adipocytes and nuclei were analysed manually using ZenBlue imaging software (version 3.1).

*Osteogenesis*. Cells were differentiated as previously described^33^. In short, once they reached 90% confluence cells were placed in a mix of high glucose and low glucose DMEM (50:50 v/v; Sigma-Aldrich) supplemented with 10% FBS, 1% Penicillin/Streptomycin, 100 nM dexamethasone (Sigma-Aldrich), 10 mM sodium β-glycerophosphate (Sigma-Aldrich) and 0.1 mM stabilised ascorbic acid (Sigma-Aldrich). After 3 days, cells were switched to DMEM low glucose supplemented as above and cultured for up to 17 days with media change every 3 days. Control cells were maintained in high glucose DMEM, 10% FBS, and 1% Penicillin/Streptomycin. After differentiation, cells were either processed for RT-qPCR or were fixed in PFA (4%) for 15 min and stained with Alizarin Red (2%; pH 4.2) for 30-45 min before imaging in a Zeiss Axiovert 25 Inverted Phase microscope using Zen Blue software (Advanced Micro Devices).

*Chondrogenesis*. Cells were differentiated using the StemPro Chondrogenesis Differentiation Kit (A1007101, Thermofisher). Briefly, cells were seeded in 10 µl of micro-masses in a 96 well plate (80,000 cells/each) and incubated for 2 h in a humidified chamber in the incubator before differentiation medium was added. After 14 days, the chondrogenic micro-masses were either processed for RT-qPCR or were fixed in PFA (4%) for 15 min and stained for 30-45 min with Alcian Blue (1%; Sigma) before imaging in a Zeiss Axiovert 25 Inverted Phase microscope using Zen Blue software (Advanced Micro Devices).

### RNA-sequencing

Cell samples were trypsinised, washed twice with PBS, resuspended in TRIzol reagent (Invitrogen, 15596026), and stored at –80 °C. For RNA extraction, cells homogenised in TRIzol and 1-bromo-3-chloropropane (Sigma-Aldrich, B62404**)** were incubated at room temperature for 3 min then centrifuged for 15 min (12000 x g for 4 °C). Aqueous layers containing RNA were removed and purified manually according to manufacturer’s protocols.

RNA sequencing was performed by Genewiz UK, Azenta Life Sciences (Takeley, Essex, UK). Briefly, the RNA sequencing library was prepared using the NEBNext Ultra II Directional RNA Library Prep Kit following manufacturer’s instructions (New England Biolabs) then validated using DNA Kit on an Agilent 5600 Fragment Analyser (Agilent Technologies) and quantified on a Qubit 4.0 Fluorometer (Invitrogen). The library was then sequenced using the Illumina NovaSeq 6000 platform according to manufacturer’s instructions using a 2×150 bp Paired End configuration (v1.5). NovaSeq Control Software (v1.7) was used to perform image analysis and base calling. Raw sequencing files were converted into fastq files and de-multiplexed using Illumina bcl2fastq (v2.20) software, allowing one mismatch for index sequence identification.

Quality control of the raw data was performed using FastQC, after which adaptor sequences and poor-quality nucleotides were removed using Trimmomatic (v0.36). Trimmed reads were mapped to the reference genome Bos taurus (ARS-UCD1.2.110, ENSEMBL) using the STAR aligner (v2.5.2b). Counts were calculated using the Subread package (v1.5.2) Counts feature, only including unique reads within exons.

Downstream differential expression analysis was performed using DESeq2 software (v1.16.1). Data was analysed, processed, and visualised using standard R coding (v4.3.3) with packages dplyr (v1.1.4), ggplot2 (v3.5.0), ggrepel (v0.9.5), ggthemes (v5.1.0), pheatmap (v1.0.12), RColorBrewer (v1.1-3), rlog (v0.1.0), and tidyverse (v2.0.0). Data were further analysed with QIAGEN IPA software (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA), using DEGs with absolute fold change ≥ 2 and *Padj* < 0.05.

### RT-qPCR

RNA extracted as described above was used for cDNA synthesis. RNA (300 ng) was incubated with 0.5 µl random primers (250 ng/µl, Promega, 1181), 1 µl dNTPs (10 mM, Invitrogen, 18427-013) and nuclease free-water in a thermocycler (Biometra) at 65 °C for 5 min, followed by 5 min at 4 °C. Then, 1 µl DTT (0.1 M, Invitrogen, 18080-93), 1 µl RNasin Plus RNase inhibitor (40 U/µL, Promega, N2611), 1 µl SuperScript III reverse transcriptase (Invitrogen, 18080-93), and 4 µl first strand buffer (5X, Invitrogen, 18080-93) were added and samples incubated at 25 °C for 5 min, followed by 50 °C for 60 min, 70 °C for 15 min and a cooling step at 4 °C for 5 min. No-template- and a no-RT-controls were included. cDNA was kept frozen at –20 °C.

Duplicate cDNA samples (2 µl, 1/40 dilution) were combined with 5 µl SensiFAST SYBR green (Kit, Meridian Bioscience, BIO94020), forward and reverse primer (10 µM, 0.4 µl each, Supplementary Table 5), and 2.2 µl nuclease-free water, and subjected to 95 °C x 2 min, followed by 40 cycles of 95 °C x 5 s, 60 °C x 11 s and 72 °C x 5 s, and a final incubation at 95 °C x 1 min, 60 °C x 30 s and 95 °C x 30 s in a AriaMx Real-time PCR System (Agilent). Target gene copy numbers were calculated using a standard curve made up of 4-fold dilutions of a pool of cDNA, and normalised to the expression of the housekeeping genes, TOP2B and RPL4, within each sample. Data analysis was performed using AriaMx software.

### Statistics

Graphing and statistical analysis were performed in GraphPad 10 or R (v.4.3.3). Data normality was confirmed using a Shapiro-Wilk test. Data were analysed by one-way or two-way ANOVA followed by Tukey’s multiple comparison test, or unpaired t-test when only two means were being compared. Non-normally distributed data were analysed with Kruskal-Wallis test followed by Dunn’s multiple comparison test. Mean and SD are shown for all data.

## Supplementary information

Supplementary figures

Supplementary Table1

Supplementary Table2

Supplementary Table3

Supplementary Table4

Supplementary Table5

## Data Availability

Raw fastq files and counts from RNA sequencing were deposited in NCBI’s GEO under Series GSE281680. All other data is available within the manuscript.

# Supplementary material for: CD13 is a bona-fide marker of bovine pre-adipocytes with potential in cultivated fat applications
**Source:** NPJ Sci Food. 2026 Jan 13;10:61. doi: 10.1038/s41538-026-00711-z
**Supplement:** Supplementary file 1 — Supplementary figures

A

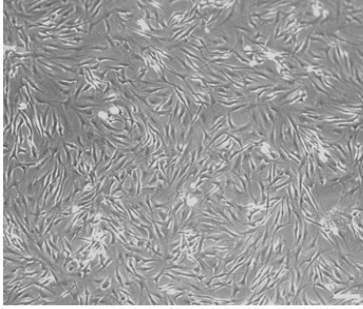

B

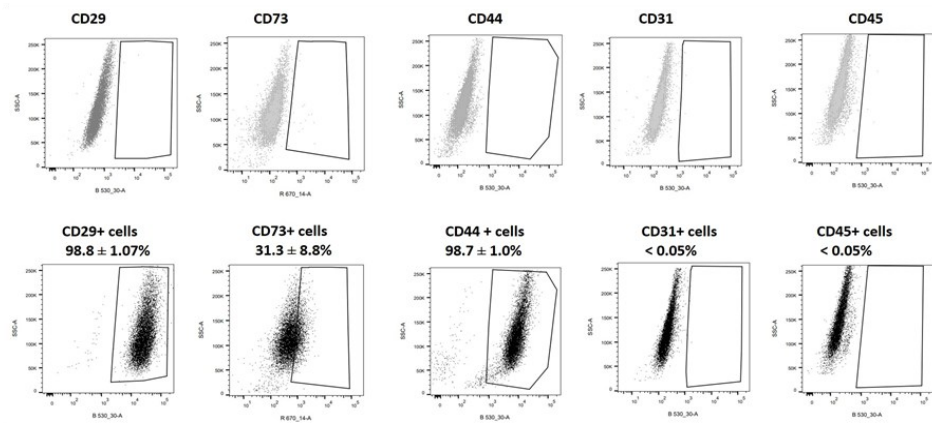

C

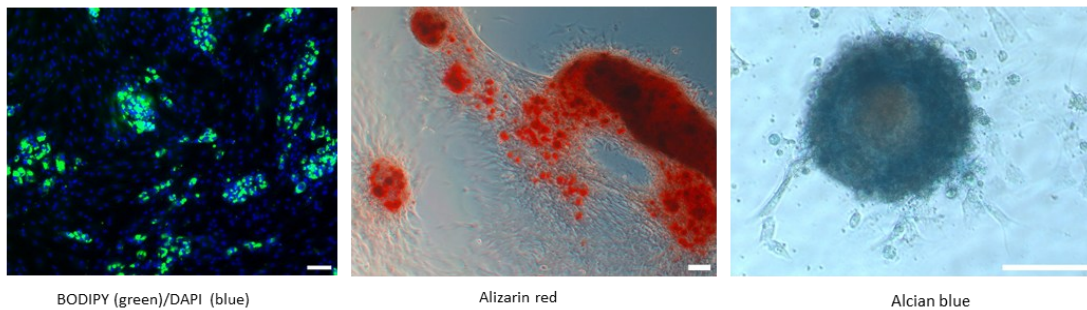

**Supplementary Figure 1.** Bovine adipose-derived cell populations used in the study had typical MSC features including A) morphology, as illustrated by representative brightfield image, B) expression of cell surface markers, as illustrated by representative flow cytometry dot-plots from cells stained with CD29, CD73, CD44, CD31 and CD45 (lower panel in B, with % positive cells (mean ± SD) indicated; upper panels show isotype controls; SSC-A = side scatter area), and C) trilineage differentiation capacity, as shown by images of cells stained with BODIPY (green, left panel), Alizarin red (middle panel) and Alcian blue (right panel), corresponding to adipogenic, osteogenic and chondrogenic lineages. Scale bars = 100 μm.

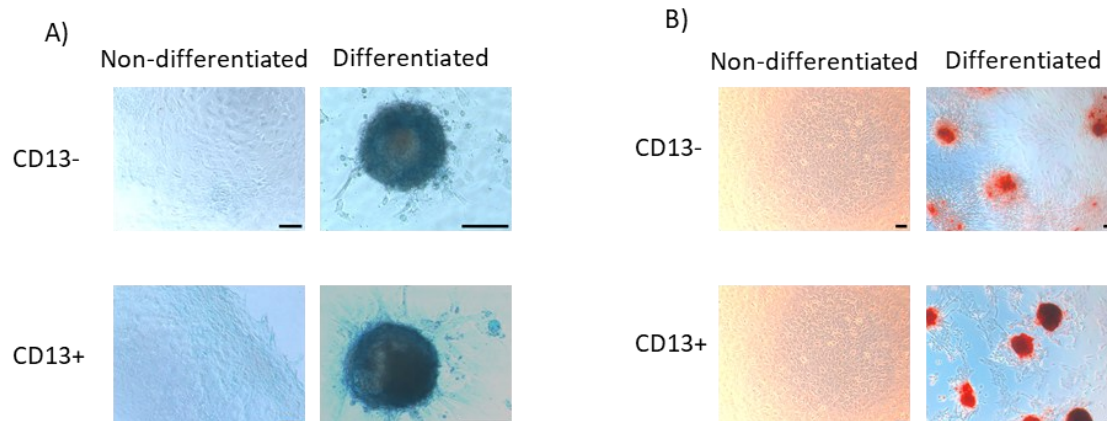

**Supplementary Figure 2.** Representative images of sorted CD13- and CD13+ cell fractions after differentiation into condrogenic (A, stained with Alcian blue) and osteogenic (B, stained with Alizarin red) lineages. Scale bars = 100  $\mu$ m.

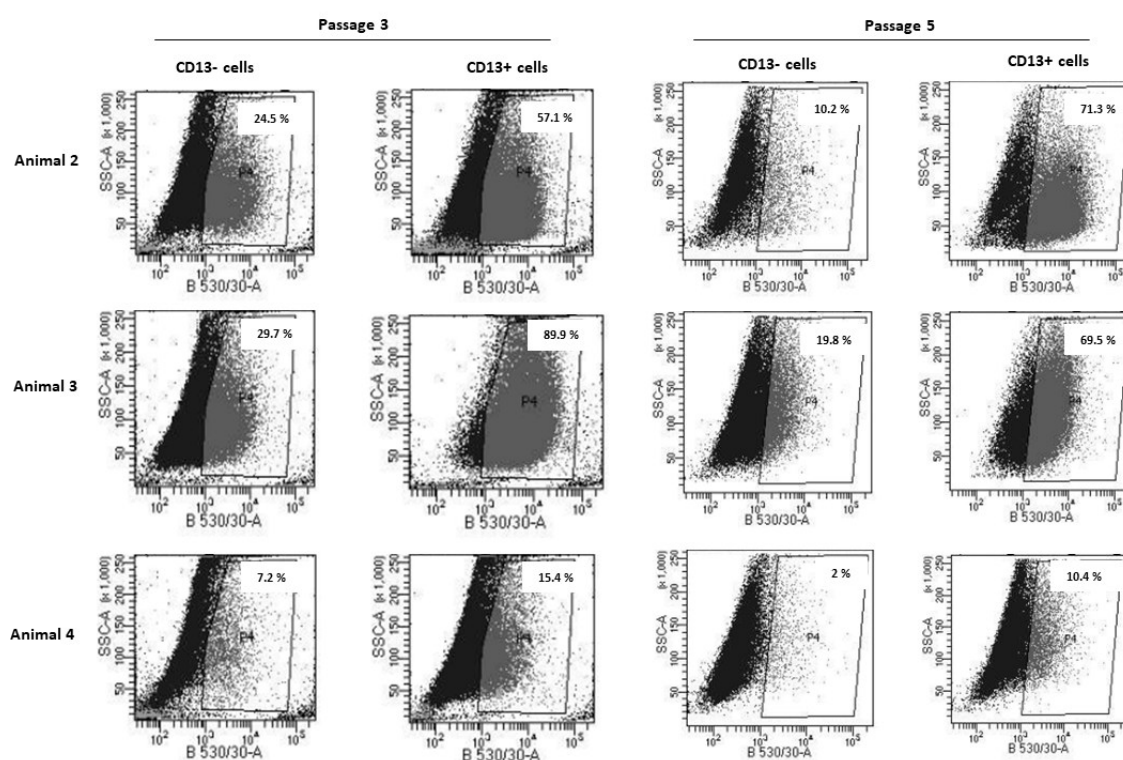

**Supplementary Figure 3.** Representative dot-plots obtained from flow cytometry of CD13+ and CD13- cell populations stained with CD13 at passages 3 and 5 following initial sorting of MSC preparations from 3 different animals. Top right inset in each panel shows % positive cells. SSC-A = side scatter area.

How the deposited data were processed for this re-analysis (not part of the article)

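The data are RNA sequencing libraries of undifferentiated clonal MSC populations from bovine adipose tissue, 10 adipogenic (A) and 10 non-adipogenic (N), from 4 animals. The condition, animal and clone number of each library were taken from the sample labels and checked against the paper. Flow cytometry, sorting, qPCR and differentiation data were not used here.

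The authors deposited raw counts per gene and clone. They trimmed the reads with Trimmomatic, mapped them with STAR to the bovine genome and counted unique reads within exons with the Subread package. The paper names an Ensembl reference, while the genes of the table carry NCBI symbols and identifiers, so genes are named here as the table names them and no coordinates are given. Neither the strand setting nor the treatment of reads on overlapping genes is stated, so counts of overlapping, antisense or near-identical genes are uncertain. The table lists 33064 genes, of which 1 has no name. It held between 0.113% and 0.333% of the counts of a clone and was left out of library sizes and tests. The number of columns from samples outside the series was 0.

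From these counts, differential expression was computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, default expression filter on the condition, robust quasi-likelihood fit and F test, Benjamini-Hochberg adjustment), with animal as a block and the condition as the tested term. Thresholds were those of the paper, an adjusted p under 0.05 and a change of at least 2-fold. Levels per clone are CPM scaled by TMM factors, and log2 CPM used a prior count of 2. Genes in which a group has at most 3 counts in every clone are given as lower bounds. The pairing comes from the animals. Deviations of the A and N clones of 1 animal from their group means correlated at 0.253, 0.193, 0.241 and 0.440 in animals 17, 20, 22 and 23.

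The separation of the transcriptomes was tested by permuting labels within animals. Genes that separate all A from all N clones were counted on CPM. The interaction of condition and animal was tested on the 16 clones of animals 22 and 23. A set of 12 lists was tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry as a check: mature adipocyte, committed pre-adipocyte, early progenitor, Areg, osteogenic, chondrogenic, proliferation, senescence-associated, macrophage, endothelial, mesothelial, and smooth muscle and pericyte genes.

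The genes named in the text are those the paper names for MSC clones or as surface markers, its qPCR reference genes, its CD genes, and the 5 genes in each direction with the smallest adjusted p among those past both thresholds and changed the same way in all 4 animals. The result of 1 gene that meets this rule is not reported here. Any other gene named, and the list of sterol and fatty acid synthesis genes, was chosen after values were seen. The comparisons, these lists and the alternatives were fixed before the data were examined. The alternatives were no animal block, DESeq2 size factors, upper-quartile normalization, no filter or at least 10 counts in every clone, DESeq2 1.42.0 with and without the block, limma-voom with animal as a random effect, a fit without robust dispersion, counts summed per animal and condition, a test against a 2-fold change, single animals, each animal left out and each clone left out.

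The tests were checked on simulated counts with 200 genes changed up or down by a known amount well above 2-fold, the same in every animal. edgeR's test with the block recovered 91.5% of them with 9 false calls among 12806 genes. DESeq2's Wald test with the block recovered 98% with 32 false calls among 12900 genes. Many genes called in the real data changed less than 2-fold, and the shares recovered do not carry over to such changes. Total counts of about the same median in both groups limit the precision of low genes, and the limits given for counts of 0 cover counting error only. A test for a common share of the transcripts of clones 22-5 and 22-9 in other clones was run and left out, since the clones it compared had been picked by their measured values.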

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

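The test of ANPEP without clone 23-14 and the test of the interaction genes with single clones left out were chosen after the results were seen. A clone was taken as far from its group where the gap between the highest or lowest clone and its neighbour, divided by the range of the group on the log2 scale, exceeded Dixon's critical value for 10 clones. Of 145 groups of clones examined, 17 held such a clone, where chance gives 7.25 (one-sided binomial test, p = 0.000989). The groups share clones and are not independent, which limits this test. The expected number also assumes a single normal distribution, while the groups pool animals and include genes near 0 counts. The test therefore cannot decide whether chance alone gave this number. In 7 of the 17, the clone came from animal 17 or 20, which gave 1 clone per condition, so the design does not separate a difference between animals from one between clones there. No biological explanation was tested for these clones.

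ANPEP in A clones had a gap of 0.484 of the range, with 548 CPM in clone 23-14 against 1.61 to 33.5 CPM in the other A clones. Without that clone the log2 fold change of ANPEP was 5.13 (standard error 0.785) with an adjusted p of 0.00135, against a range of 5.00e-12 to 0.289 over its alternatives. This argues against a single clone as the source of the difference, and what sets the level in clone 23-14 stays open. RPL4, a qPCR reference gene of the paper, had its lowest value in the same clone, 610 CPM against 849 to 1137 CPM, a gap of 0.530.

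The total count of N clone 22-18, 43111345, stood apart from the other N clones by 0.574 of the range. The same clone was highest among N clones for NECTIN1 (gap 0.550, 32.3 CPM against at most 12.9), ADGRE5 (0.468, 295 CPM against at most 143.8) and GLDN (0.747, 2.65 CPM against at most 0.134). After every library was thinned to the smallest total, 688 of the 743 genes changed at least 2-fold were called again, which argues against library depth as the source of the difference between A and N clones. Without clone 22-18 the log2 fold change of GLDN was 11.01 in place of 8.23.

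N clone 17-23 was highest for RUNX1T1 (gap 0.520, 50.6 CPM against at most 31.0) and for ALPL (0.804, 18.7 CPM against at most 0.184). N clone 20-15 was highest for PECAM1 (0.497, 7.18 CPM against at most 0.780) and lowest for NCAM1 (0.819, 0.246 CPM against at least 71.6) and CD200 (0.570, 28.4 CPM against at least 60.2). A clone 17-57 was lowest for NCAM1 (0.786, 1.09 CPM against at least 103.7) and highest for MCAM (0.508, 80.4 CPM against at most 3.97). N clone 22-5 was lowest for NT5E (0.609, 0.508 CPM against at least 32.1) and PLAUR (0.555, 2.60 CPM against at least 19.5). A clone 22-121 was lowest for TNFRSF21 (0.494, 24.2 CPM against at least 52.3). For PTPRC, 7 counts in A clone 22-11 against 0 in the other A clones gave a gap of 1, at a depth where so few counts are near the limit of detection.

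The difference between A and N clones depended on the animal for 4 genes past an adjusted p of 0.05 in the test of the interaction term, out of 12915 tested, with 1170 at an unadjusted p under 0.05. The interaction, animal 23 minus animal 22, was 6.24 for NTRK2, 7.80 for HSPB8, 3.09 for C1H3orf58 and -1.51 for RTKN on the log2 scale, with adjusted p-values of 0.0126, 0.0127, 0.0311 and 0.0311 in that test. These genes were named after their values were seen. NTRK2 was at 14.7 ± 4.79 CPM in N clones and 23.9 ± 15.3 CPM in A clones of animal 22, and at 0.260 ± 0.151 and 32.6 ± 5.63 CPM in animal 23 (SD, n = 4 each). HSPB8 was at 0.111 ± 0.0590 CPM in N clones of animal 23 and at 43.2 ± 33.0 CPM in N clones of animal 22. Of 100 splits of these clones within animals, out of 2450 possible, 3 gave as many genes, the real one included, and the largest number in another split was 26. That 3 of the 100 splits gave as many argues against an arbitrary grouping of the clones, but passing the threshold could turn on single clones. Over their alternatives, NTRK2 and HSPB8 each passed in 17 of 18, C1H3orf58 in 9 of 19 and RTKN in 6 of 19. Without N clone 23-74, 0 of the 4 genes were past the threshold, with 1083 genes at an unadjusted p under 0.05. The interaction itself moved little over its alternatives, from 5.91 to 6.69 for NTRK2 and from 7.10 to 8.12 for HSPB8. The adjusted p ranged from 1.46e-12 to 0.07 for NTRK2, from 1.77e-12 to 0.07 for HSPB8, from 3.65e-07 to 0.12 for C1H3orf58 and from 1.04e-06 to 0.117 for RTKN over their alternatives. A difference between the animals stays open.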

How the results depend on the processing

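The numbers of genes moved with the test and the filter. With DESeq2's Wald test and the animal block, 4114 genes were differentially expressed, 1713 of them at least 2-fold (1306 higher and 407 lower in A clones). Without the replicate block, DESeq2 gave 1419 (1042 and 377), and without its outlier replacement 1444 (1038 and 406). Without the filter on low counts, 1276 genes changed at least 2-fold, 1016 of them higher, and with at least 10 counts in every clone 365, 213 higher and 152 lower. These filters change which genes are tested. A test against a 2-fold change called 55 genes, 50 higher and 5 lower. edgeR without the replicate block gave 602 genes changed at least 2-fold against 743 with it, of which 550 were the same genes. With DESeq2 size factors, upper-quartile normalization, limma-voom or no robust dispersion, the number of genes changed at least 2-fold stayed between 722 and 753. No scaling moved the share of higher calls by more than 10 percentage points.

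With counts summed per animal and condition, 0 genes passed, with 2243 at an unadjusted p under 0.05, and 0 of the CD genes. The clones of animal 22 alone gave 153 genes (137 at least 2-fold, 103 higher and 34 lower, and 5 CD genes), and those of animal 23 alone 800 (483 at least 2-fold, 90 of them lower, and 14 CD genes). Without animal 22 there were 1471 genes and 15 CD genes. Without animal 23 there were 32 (22 at least 2-fold, 14 higher and 8 lower) and 1 CD gene. The cause was not tested for these fits, apart from the fit without animal 23. On simulated data, summed counts recovered 84% of 200 changed genes with 3 false calls. Those simulated changes were well above 2-fold and alike in every animal, so they do not show why the real sums gave 0 genes. Across the 20 fits that each left out 1 clone, the differentially expressed genes numbered 1984 (without N clone 22-9) to 3133 (without N clone 22-18), and those at least 2-fold lower in A clones 151 to 314 for the same clones.

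The genes that separate every A clone from every N clone numbered 41 to 110 with 1 clone left out, the highest without N clone 22-18. With all clones, chance gives at most 1.32 on average. Leaving out a clone can hardly take a gene from this set, so the range shows how many genes a single clone holds back and is no test of the 41. The pseudo-F of the separation ranged from 7.82 to 10.32 over these fits, with a p of at most 0.000204. The interaction of condition and animal gave 2 genes with at least 10 counts in every clone, 119 with DESeq2, and 0 (without N clone 23-74, with 1083 at an unadjusted p under 0.05) to 11 (without N clone 22-5) with 1 clone left out. Of the marker lists, 3 passed in the main setting, 0 with an estimated inter-gene correlation and 1 with at least 10 counts in every clone; the estimated-correlation result holds for all 12 lists.

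Some genes with no call in the main setting reversed. PDGFRA was 0.69 with animal 22 alone and 0.0287 without animal 17, and ranged from -0.37 to 0.0283 with 1 clone left out. With animal 22 alone, ITGB1 was -0.28, MCAM -1.43 and RPL4 0.0370, and MCAM was -0.0940 without animal 23. With animal 23 alone, FABP4 was -0.76 and SOX5 -0.25, and without animal 22 FABP4 was -0.57 and RUNX2 -0.0184. With summed counts RUNX2 was -0.14 and SOX9 0.32. ALPL was -2.90 with DESeq2 without outlier replacement. The median of the mature adipocyte genes was -0.16 and that of the committed pre-adipocyte genes -0.50 with at least 10 counts in every clone, where the chondrogenic genes gave 0.0214, and the mature adipocyte genes gave -0.14 with animal 23 alone. The filter leaves fewer members to these lists; otherwise the cause was not tested.

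For named genes with 1 clone left out, 1058 of 1160 values kept their direction and side of the threshold, 81 became weaker, 19 stronger and 2 reversed. Under the other alternatives, 795 of 1004 kept both, 169 became weaker, 27 stronger and 13 reversed. Of 83 values of marker lists 70 kept both, 7 became weaker and 2 stronger. Some alternatives gave no value for genes that they left out: with at least 10 counts in every clone, 39 of 58 named genes had one. For CD24, with 0 counts in each N clone, depth limits the fold change to a lower bound.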

Differences from the paper's values

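The paper reports 1305 genes changed at least 2-fold, against 743 here. Among the alternatives set before the data were examined, no filter on low counts (1276) and DESeq2's Wald test without the block (1419), without the block and outlier replacement (1444) and with the block (1713) came within 1.5 times of the paper's number, as did leaving out N clone 22-18 (929); the others did not. The paper reports 932 of these genes higher in A clones, against 509 here, and the same filter and DESeq2 settings gave 1016, 1042, 1038 and 1306, while no other alternative closed that gap. The 373 genes lower in A clones in the paper's table compare with 234 here. For these, the same settings gave 260, 377, 406 and 407, leaving out N clones 22-17 or 22-18 or A clones 22-121 or 23-62 gave 264, 314, 261 and 293, and the others did not close the gap.

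Of the 1305 genes in the paper's table, 1302 are named in the counts, 803 were tested here, 802 of them changed in the same direction, and 630 passed both thresholds. A further 113 genes passed both thresholds here and are not in the paper's table. Of the 1419 genes called by DESeq2 without the block, 1282 are in it.

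The paper's log2 fold change of JAG1 is 1.386, against 1.90 here (standard error 0.487). It was 1.37 in edgeR and 1.39 in DESeq2 without the block, with or without outlier replacement, 1.04 with summed counts, 1.62 without animal 22 and 1.52 without animal 23, each within the standard error of that fit from the paper's value. So were 10 of the fits that each left out 1 clone, from 1.72 to 1.89 with standard errors of their own, while the other alternatives were not.

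CEBPA, PLIN1, FASN, CTBP1 and RUNX1T1, which the paper's text names, are not in its table of genes changed at least 2-fold, so for these the comparison is with its text. The paper lists FASN among the genes upregulated in A clones, and it was lower here, at -0.81 on the log2 scale, and lower under each alternative tried, from -1.33 to -0.47. The paper places PLIN1 among the upregulated genes, and its log2 fold change here, 0.53, is below a 2-fold change. CEBPA, named there too, was left out here by the filter on low counts. DESeq2's Wald test with the block called it (log2 fold change 1.85, adjusted p 0.0411, in a range of 0.0411 to 0.572 over its alternatives).

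The paper gives 35 CD genes past both thresholds, against 24 here. CD36 did not pass here (log2 fold change 1.78) and is below the 4-fold difference the paper states for its selected genes. It was called in edgeR without the block (2.27, adjusted p 0.0394), in DESeq2 with the block (1.78, 0.00938) and without it (2.27, 0.00641, and 0.00641 without outlier replacement), and without N clone 22-5 or 23-74 or A clone 23-14 or 23-62 (2.08, 2.19, 2.01 and 1.96), in a range of 0.00641 to 0.675 for the adjusted p. CD40 was called with at least 10 counts in every clone (adjusted p 0.0412), in DESeq2 with and without the block (0.0277 and 0.038, or 0.0378 without outlier replacement), without animal 17 (0.0315) and without clones 17-23, 17-57, 22-121 or 23-74, in a range of 0.0277 to 0.467. TNFRSF21 was called in DESeq2 without the block (0.0334, or 0.0332 without outlier replacement), without animal 20 (0.0386) and without clone 20-15 or 20-106, in a range of 0.0332 to 0.921. SEMA4D was called without the block in edgeR (0.0439), in DESeq2 with and without the block (0.0203 and 0.0137, or 0.0136 without outlier replacement), without animal 20 (0.0466) and without clones 20-15, 20-106, 22-17 or 22-18, in a range of 0.0136 to 0.586.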

Other observations

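The tests of macrophage genes, of clones 22-11 and 22-16, of the scaling of the proliferation genes and of the sterol and fatty acid synthesis genes were chosen after the results were seen.

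To see how often other groupings of the clones give as large a result, 100 of the 9800 splits of the clones within animals were drawn, the real one included. For the differentially expressed genes, 1 of the 100 splits, the real one, gave as many, and the largest number in another split was 69. The same held, at 1 of 100 each, for the genes changed at least 2-fold, those higher and those lower in A clones, the CD genes and the genes that separate all clones. For the marker lists, 33 of the 100 splits gave as many lists past the threshold, so their number could come from an arbitrary grouping of the clones. The CD genes were chosen by the study on these same clones and groups, so their result in the splits was largely fixed in advance and decides nothing. For the remaining results, the splits argue against an arbitrary grouping.

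Technical sources of the difference between A and N transcriptomes were tested by refitting. Without the 100 genes of largest total count, which held 27.0% of the counts, 730 of the 743 genes were called again, and after thinning to equal depth 688 were. Both argue against a few abundant genes or library depth as the source. The paper reports that N clones grew faster, and the mean log2 CPM of the 25 proliferation genes was 4.87 ± 0.624 in N clones and 3.88 ± 0.886 in A clones (SD, n = 10 each; two-sided exact permutation test within animals, p = 0.0129). With that mean as a covariate, 676 of the 743 genes kept at least 50% of their log2 fold change in the same direction, which argues against proliferation as the whole source, but 259 were called again at both thresholds. ANPEP then had a log2 fold change of 5.56. Which part of the difference goes with growth rate stays open. GC content and gene length were not tested.

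Without animal 23, 32 genes were differentially expressed. Fewer clones alone may account for this: of 100 random draws of 12 clones over the 4 animals, 21 gave as few genes, with a median of 386.5 and a range of 0 to 2200.

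Of the 12 lists, camera called the proliferation genes (median log2 fold change -0.96, lower in all 25 genes), the senescence-associated genes (0.85, higher in 8 of 9) and the smooth muscle and pericyte genes (1.29, higher in 8 of 8), with adjusted p-values of 3.44e-08, 0.00313 and 0.00313. These 3 calls also held under fry, which added the macrophage genes (1.10, higher in 3 of 3, fry adjusted p 0.00732), and 0 of the 12 held under an estimated correlation. Of the macrophage genes, 2 of 12 are also among the CD genes that the study chose on these clones, as are 2 of the 10 early progenitor genes and 1 of the 17 mature adipocyte genes. The other lists were not past the threshold in camera. Their medians were 0.18 for the mature adipocyte genes (higher in 6 of 12), 0.81 for the committed pre-adipocyte genes (7 of 10), 0.56 for the early progenitor genes (4 of 7), 1.06 for the Areg genes (2 of 3), 0.19 for the osteogenic genes (3 of 3), -0.36 for the chondrogenic genes (1 of 3), 0.79 for the endothelial genes (5 of 5) and -0.73 for the mesothelial genes (2 of 8). For the proliferation genes, the median stayed at -0.95 or lower under DESeq2 size factors, upper-quartile normalization and a median of all genes set to 0, which argues against scaling.

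FASN and SCD were both lower in A clones, SCD by a log2 fold change of -2.30. A list of 25 other sterol and fatty acid synthesis genes was then written, 6 of which had been looked at per clone before. Of the 24 tested, 23 were lower in A clones and 15 past an adjusted p of 0.05, and fry gave a p of 0.00633. Without those 6 genes, 17 of 18 were lower and fry gave a p of 0.00821. Under camera with an estimated correlation the p was 0.16 for the whole list. Of 100 splits of the clones, 2 gave as small a fry p. A set of genes lower together in A clones may thus include FASN and SCD; its link to growth rate was not tested.

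Several CD genes of immune cells were higher in A clones, such as FCER2 (0.0517 ± 0.0864 CPM in N and 15.9 ± 23.4 CPM in A clones) and MRC1 (0.905 ± 0.793 and 3.65 ± 3.87 CPM). MRC1 was not past the threshold without A clone 23-62, with an adjusted p of 0.0654 from edgeR's test, in a range of 0.0017 to 0.406 over its alternatives. If macrophages were the source, 7 abundant macrophage genes should exceed these 2 genes, and if not, stay below 1 CPM in sum. Their mean sum in A clones was 4.20 CPM against 19.6 CPM for FCER2 and MRC1, which meets neither, so the sum leaves macrophages open. Most of it was LAPTM5 (3.42 CPM), while C1QA, C1QB and C1QC had 0 counts in all clones, TYROBP at most 1 count and PTPRC at most 7. After these levels were seen, the genes were also taken singly: the median over the 7 of the mean in A clones was 0.00613 CPM, more than 10 times below MRC1. With C1QA, C1QB, C1QC and TYROBP already seen to be near 0, that median could not come out high. It is therefore no separate test of macrophages as the source of FCER2 and MRC1. Each clone was grown from a single sorted MSC, a design that argues against admixed macrophages or other immune cells. Genes of other immune cells were not tested, and expression by the clones themselves was not tested directly.

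A clones 22-11 and 22-16 were the most alike pair of clones of 1 animal and condition. The chi-square of their counts was 23.0 per gene, against 54.0 for the next pair, far above the sampling noise, which argues against a single library under 2 names. They were counted as 2 clones, and whether they share a founder cell was not tested.

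The mesothelial genes differed between clones, and the genes given here were picked after their values were seen. KRT8 was at 4779 and 2727 CPM in N clones 22-5 and 22-9, 585 and 446 CPM in A clones 22-11 and 22-16, 158.9 CPM in A clone 23-62 and 13.3 CPM in A clone 23-68, and below 8 CPM in each of the other clones. WT1 ranged from 0 to 258 CPM over the N clones and from 0 to 98.1 CPM over the A clones.

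TOP2B, a qPCR reference gene of the paper, had a log2 fold change of -0.35 (standard error 0.117, adjusted p = 0.0446), and 15 of the 20 fits that each left out 1 clone moved it past 0.05. RPL4, the other, was at -0.07 (standard error 0.106, adjusted p = 0.642). Of genes the paper measured in sorted cells, FABP4 was at 0.94 (adjusted p = 0.357), RUNX2 at 0.19 (0.405), SOX9 at -0.47 (0.342) and SOX5 at 0.34 (0.51). ADIPOQ had at most 3 counts in every N clone and up to 42 in A clones, at least 2.37-fold higher in the mean. Its largest counts were 42 and 13 in A clones 22-11 and 22-16. A clones 17-57 and 20-106 had 0, and ADIPOQ was higher in A clones in 2 of the 4 animals. LEP had at most 4 counts in any clone, and ALPL had 344 counts in N clone 17-23. Of the other surface markers, CD44 was at 0.41 (0.139), NT5E at 0.59 (0.48), NCAM1 at 0.49 (0.665), MCAM at 1.2 (0.345) and PECAM1 at 2.49 (0.0675, but past the threshold in 4 of the fits without 1 clone), and DPP4 had at most 7 counts in any clone.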
